# Hypoxia-inducible MiR-182 promotes angiogenesis by targeting RASA1 in hepatocellular carcinoma

**DOI:** 10.1186/s13046-015-0182-1

**Published:** 2015-06-28

**Authors:** Chengli Du, Xiaoyu Weng, Wendi Hu, Zhen Lv, Heng Xiao, Chaofeng Ding, Owusu-anash K. Gyabaah, Haiyang Xie, Lin Zhou, Jian Wu, Shusen Zheng

**Keywords:** HCC, miR-182, Angiogenesis, Hypoxia, RASA1

## Abstract

**Background:**

Hypoxia is a common feature of solid tumors, including HCC. And hypoxia has been reported to play an important role in HCC progression. However, the potential mechanism of miRNAs in hypoxia mediating HCC progression still remains unclear.

**Methods:**

The HCC cells were cultured in the atmosphere of 1 % oxygen to induce hypoxia. The microRNA microarray was employed to search for the hypoxia-inducible miRNAs. RT-PCR, western blot and immunohistochemistry were used to detect the RNA and protein levels. HUVEC were applied to explore the angiogenesis level.

**Results:**

We found that miR-182 was upregulated in the hypoxia-based microarray. We then revealed that miR-182 was also significantly increased in the HCC tissues compared to the corresponding normal tissues. In vitro capilliary tube formation assays showed that the miR-182 promoted angiogenesis. RASA1 was demonstrated as the direct target of miR-182. In addition, the suppression of RASA1 phenocopied the pro-angiogenesis effects of miR-182. Besides, RASA1 was also decreased in the hypoxia HCC cells while the inhibition of miR-182 partially restored the level of RASA1.

**Conclusions:**

Our data showed that hypoxia regulated the expression of miR-182 and RASA1 to promote HCC angiogenesis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13046-015-0182-1) contains supplementary material, which is available to authorized users.

## Introduction

Hepatocellular carcinoma (HCC) is one of the most common cancers, which lead to the third leading cause of death from cancer worldwide [1]. HCC shares the common character of tissue hypoxia with other solid tumors, due to the quick growth of tumor and relatively low density of microvessels. Upon hypoxic environment, HCC cells will subsequently lead to elevated angiogenesis and tumor metastasis, which is resistant to chemotherapy and cause the poor survival of HCC patients [2–4]. So investigation of hypoxia-induced molecules will help to develop new tools for the treatment of HCC.

MicroRNAs (miRNAs) are a class of highly conserved short RNAs of 21–23 nucleotides that negatively regulate protein expression via binding to the 3’untranslated region (3’UTR) of their targeted mRNAs [5, 6]. MiRNAs have been reported to play an important role in tumor progression, including apoptosis, proliferation, angiogenesis and metastasis [7–9]. To date, several miRNAs are identified to be regulated under hypoxic conditions and are recognized as hypoxic responsive miRNAs, which contribute to the tumor progression. For example miR-210, which is overexpressed in HCC, has been reported to be induced in hypoxic HCC cells and promote the metastasis of HCC by targeting VMP1 [10]. In addition, Lan J et al. reported that miR-497 is increased in hypoxic glioma cells and decreases their sensitivity to TMZ by inhibiting apoptosis [11]. MiR-182 has been reported to act as a tumor promoter in several cancer types [12, 13]. A previous study has demonstrated that miR-182 promotes metastasis in HCC [14]. However, the relationship between miR-182 and hypoxia still remains unclear.

In this study, we identified miR-182 as the hypoxia responsive miRNA by microRNA microarray analysis. Then we found that miR-182 was up-regulated in HCC tissues. In addition, we demonstrated that miR-182 promoted angiogenesis of HCC by targeting RASA1. Our results indicate that miR-182 promotes the adaptation of HCC under hypoxic conditions and might acts as a therapeutic target for HCC.

## Materials and methods

### Patients and tissue specimens

HCC tissues and their corresponding normal liver tissues were obtained from 36 HCC patients who underwent resection of HCC at the First Affiliated Hospital Zhejiang University School of Medicine, China. All tissue samples were freshly frozen by liquid nitrogen and stored at - 80 °C. All the specimens were obtained with informed consent and approved by the Ethics Committee of Zhejiang University.

### Cell lines and culture

Liver cancer cell lines SK-HEP-1 and HCC-LM3 cells were purchased from the Shanghai Institute of Cell Biology (Shanghai, China). The two cell lines were maintained in the Dulbecco’s modified Eagle medium with 10 % fetal bovine serum and in the atmosphere at 37 °C containing 5 % CO2. To induce hypoxia, cells were cultured in the atmosphere of 1 % O2, 5 % CO2 and 94 % N2.

### Preparation of tumor cell-conditioned medium (TCM)

HCC cells were transfected for 48 h and then the supernatant medium was replaced by serum free medium. After incubation for another 24 h, the medium was collected following by centrifuging for 10 min at 5000 g and stored at −80 °C until used.

### Human umbilical vein endothelial cells (HUVECs) and capillary tube formation assay

The HUVECs were obtained from Allcells (Shanghai, China allcells.biomart.cn) and maintained with Serum Free Medium for Endothelial Cells (SFM, Invitrogen) supplemented with 20 % FBS, 0.1 mg/mL of heparin and 0.03 mg/mL of endothelial cell growth supplement. Primary HUVECs were used at passages 2–7 in all experiments. For capillary tube formation assay, HUVECs were transferred to matrigel-coated 96-well plates by 75 % TCM at the density of 2 × 10^4^/well. After incubation for 6 h, capillary-like structures of HUVECs were photographed under an inverted microscope. The branch points of the formed tubes, which represent the degree of angiogenesis in vitro, were scanned and quantitated at the 100× magnification.

### RNA oligoribonucleotides and transfection

MiR-182 mimics (MSY0000259), inhibitors (MIN0000259), si-RASA1 (SI00045360) and AllStars negative control siRNA (SI03650318) were synthesized by Qiagen (Germany). The transfection was conducted using lipofectamine 2000 (Invitrogen) according to manufacturer’s construction.

### Luciferase reporter assay

SK-HEP-1 and HCC-LM3 cells were seeded in 24-well plates and then the cells were co-transfected with miR-182, anti-miR-182 or control and 100 ng either wild-type or mutant-type 3’UTR of RASA1 firefly luciferase reporter plasmid. After incubation for 48 h, firefly and renilla luciferase activities were measured by a dual-luciferase reporter assay (promega, E2920).

### RT-PCR, western blot and immunohistochemistry (IHC)

The regents used and the detailed procedures of RT-PCR, western blot and IHC were performed as before [7]. For RT-PCR, GAPDH and U6 were used as the internal control. The primers of GAPDH, RASA1 were listed in Table 1 and the primers of U6 (MS00033740) and miR-182 (MS00008855) were bought from Qiagen. For western blot, β-actin (A5441, Sigma-Aldrich, 1:2000) was used as the internal control. Other primary antibodies used were Hif-1a (ab113642, abcam, 1:1000), RASA1 (ab40677, abcam, 1:1000).

**Table 1:** Primer sequences for RT-PCR

Name	Sense strand	Anti-sense strand
GAPDH	GTCTCCTCTGACTTCAACAGCG	ACCACCCTGTTGCTGTAGCCAA
RASA1	GGGACATCCAATAAACGCCTTCG	TTTGCTACTTGGACACTATTCAGG

For evaluation of staining score of RASA1 (ab40677, abcam, 1:50), we applied modified Histo-score (H-score) method, which in brief was a semi-quantitative assessment of both fraction of positive cells (0–1) and intensity of staining (no 0, weak 1, moderate 2, or strong 3). The H-scores ranged from 0 to 3, which were obtained by multiplying the fraction and intensity scores.

### MiRNA microarray analysis

Agilent oligonucleotide technology was applied to profile the differentially expressed miRNAs between normoxia and hypoxia (8 h) groups. In brief, the RNA was isolated by mirVanaTM miRNA Isolation Kit (Cat#AM1560, Ambion, Austin, TX, US) and followed by labeling and hybridization with miRNA Complete Labeling and Hyb Kit (Cat#5190-0456, Agilent technologies, Santa Clara, CA, US). The microarray used for hybridization was Agilent human miRNA (8*60 K) V18.0. Then slides were scanned by Agilent Microarray Scanner (Cat#G2565BA, Agilent technologies, Santa Clara, CA, US) and Feature Extraction software 10.7 (Agilent technologies, Santa Clara, CA, US) with default settings. Raw data were normalized by Quantile algorithm, Gene Spring Software 11.0.

The microarray data was submitted to GEO database and the GEO accession number was GSE68593.

### Statistical analysis

The results are presented as the mean ± standard error of the mean (SEM). The data of miR-182 and RASA1 expression between groups were subjected to the Student *t* test (two-tailed). Mann–Whitney test was used to compare the difference between two groups. And for three groups, One-way ANOVA followed by Tukeys post-hoc test was applied. Fisher exact test was perform to examine the relationship between miR-182 expression and clinicopathological characteristics. Statistical analysis was performed with SPSS 15.0 and GraphPad Prism 5.0. *P* < 0.05 was considered statistically significant.

## Results

### Hypoxia induces the level of miR-182 in HCC cells

Firstly, we applied SK-HEP-1 cells under hypoxia conditions for several time points. We then examined the hypoxia marker, hypoxia-inducible factor 1 alpha (Hif-1a), in each group. Western blot results showed that the Hif-1a level was significantly increased in the 2 h and 8 h time points, and decreased in the 24 h time point (Fig. 1a). To search for the hypoxia-inducible miRNAs, we performed microRNA microarray scanning of SK-HEP-1 cells subject to normoxia and hypoxia for 8 h. 

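The methods describe SK-HEP-1 as a liver cancer cell line. RNA of these cells was hybridised to 6 one-colour arrays, 3 from normoxia and 3 from 8 h at 1% oxygen, both with 5% CO2. Neither the methods nor the sample labels say whether the 3 arrays of a group came from separate cultures. The legend of Fig. 1 states 3 independent experiments but does not say whether this covers the arrays. The p-values therefore measure only the spread between these arrays, which may be technical. The methods name DMEM as the medium and the labels name MEM. Each array held 4530 probes for 1887 human miRNAs. A miRNA was detected where at least 1 of its probes had a signal above 3 times its error. This held for 371, 358 and 343 miRNAs on the normoxia arrays and for 324, 323 and 327 on the hypoxia arrays. The summed signal of the detected miRNAs was between 64662 and 77357 in normoxia (median 69001) and between 57130 and 81302 in hypoxia (median 69798). A single annotation, miR-4454, gave between 58.1% and 66.0% of it. The mean local background was 20.5 to 20.8 on the normoxia arrays and 19.5 to 20.2 on the hypoxia arrays, and no spot was saturated. The normoxia arrays and hypoxia replicates 1 and 2 lay on the same slide, in different rows, and hypoxia replicate 3 lay on another slide.
The authors scanned the slides, extracted background-subtracted intensities and normalized them by quantiles. The deposited column of total gene signal could not be taken as it stands. For 18.9% to 23.9% of the detected miRNAs of an array it also held the total of the detected miRNA before it in alphabetical order, and for miR-182-5p this was so on all 6 arrays. The total was therefore rebuilt for each miRNA as the sum over its own detected probes. These totals were normalized by quantiles over all miRNAs and set to a floor of 1.48, the median over the arrays of the lowest signal among detected miRNAs, before log2 was taken. Changes were tested with limma over the 341 miRNAs detected on all arrays of at least 1 group, with Benjamini-Hochberg adjustment. Quantile normalization gives a miRNA that keeps its rank the same value on every array, so the change of the brightest, such as miR-21-5p, is fixed at 0. Of the tested miRNAs, 6 held a single value on all arrays of each group, so limma took their spread from the other miRNAs. The number of arrays limits the precision.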

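miR-182-5p gave a higher signal on each of the 3 hypoxia arrays than on any of the 3 normoxia arrays, and miR-96-5p and miR-183-5p of its cluster were past the threshold with quantile normalization as well. The normalized signal of miR-182-5p was 2.47 ± 0.23 (SD, n = 3) after 8 h of hypoxia, and it lay at the floor of 1.48 on all 3 normoxia arrays. This is a log2 fold change of 0.74 (standard error 0.07, adjusted p = 0.0024 from limma), or a fitted change of 1.67-fold against the floor. The floor gives the 3 normoxia values a spread of 0, so the standard error and p-value depend on it too. With a floor of 1, below all its normalized values, the change was 1.98-fold (log2 standard error 0.13, adjusted p = 0.0043 from limma). With no normalization it was 1.33-fold (log2 standard error 0.15, adjusted p = 0.083 from limma). An exact two-sided permutation test gave p = 0.1, the smallest that 3 arrays against 3 allow. The miRNA is encoded by MIR182 on chromosome 7, next to MIR96 and MIR183 in the gene order of GRCh38.p14. From the same cluster, miR-96-5p went from 27.1 ± 1.0 to 40.0 ± 0.7 (SD, n = 3 each), a log2 fold change of 0.56 (standard error 0.05, adjusted p = 0.0015 from limma). miR-183-5p went from 13.7 ± 1.8 to 21.0 ± 0.9 (SD, n = 3 each), a log2 fold change of 0.63 (standard error 0.11, adjusted p = 0.0078 from limma). Thus 3 of the 3 tested members of the cluster rose, and 3 when adjusted over the list alone. The set test against all other miRNAs gave an adjusted p = 0.077 (camera, and 0.40 with an estimated correlation). The paper picked miR-182 from these same arrays, so its part in the count and the set test is not separate evidence. Only miR-96-5p and miR-183-5p add to it. With the 75th percentile only miR-96-5p, 1 of the 3, was past the threshold (camera adjusted p = 0.032), and miR-183-5p had a log2 fold change of 0.39 (adjusted p = 0.054 from limma). With no normalization it was also 1 of the 3 (camera adjusted p = 0.046). miR-210, the miRNA most often tied to low oxygen, went from 55.0 ± 3.8 to 77.1 ± 6.8 (SD, n = 3 each), a log2 fold change of 0.48 (standard error 0.09, adjusted p = 0.0094 from limma). miR-497-5p was detected on 0 arrays.
Of the 4 probes for miR-182-5p, only the longest, AGTGTGAGTTCTACCAT, passed its detection limit, and it did so on all 6 arrays. Before normalization its signal was 1.23 ± 0.08 in normoxia and 1.65 ± 0.29 in hypoxia (SD, n = 3 each), which is near the lowest signals detected. In the authors' value table, which is on a log2 scale, miR-182-5p stood at -2.07 ± 0.90 in normoxia and 1.21 ± 0.11 in hypoxia (SD, n = 3 each).

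**Figure D1:**
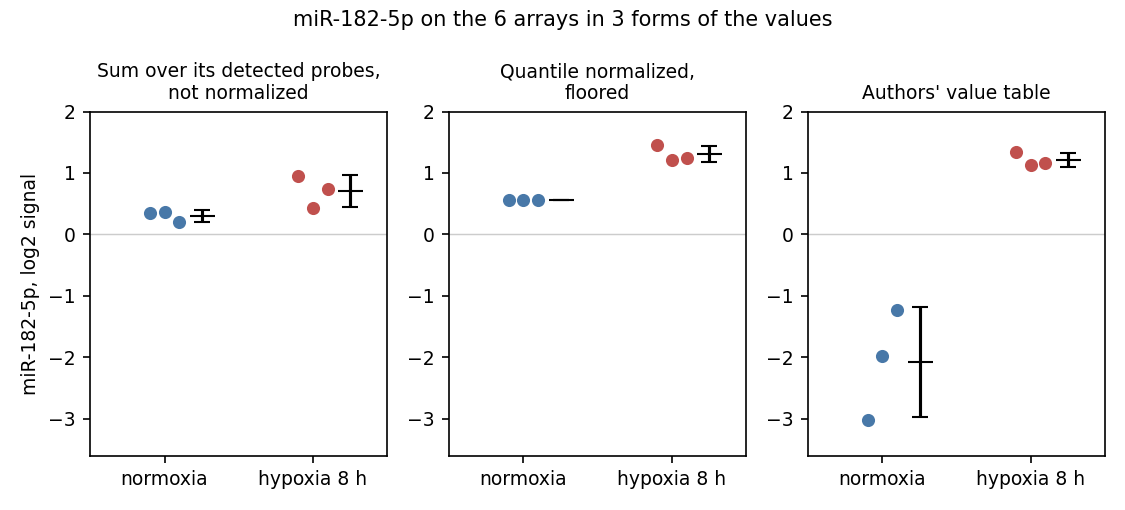
miR-182-5p on the 6 arrays, as the log2 signal of its detected probes before normalization (left), after quantile normalization and the floor (middle) and in the authors' value table (right). Dots are arrays and bars are the mean and SD of 3 arrays. The groups do not overlap in any panel, and the normoxia arrays lie at 0.30 ± 0.09, at the floor of 0.56 and at -2.07 ± 0.90.

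Among the 341 tested miRNAs, 114 rose and 80 fell at an adjusted p under 0.05. A fold change above 2 with an unadjusted p under 0.01 was met by 11 miRNAs that rose and 32 that fell. These counts were 2 and 50 with the 75th percentile, 0 and 1 with normexp and 7 and 19 without hypoxia replicate 1. The unadjusted p of miR-182-5p was 0.00015 from limma, but its fitted change of 1.67-fold was under 2. It was therefore not among the 11. With each array scaled to its 75th percentile instead of by quantiles, 60 miRNAs rose and 96 fell, and the log2 fold change of miR-182-5p was 0.37 (adjusted p = 0.071 from limma). Over the 24 alternatives run, its log2 fold change ranged from 0.04 with another background correction to 3.28 in the authors' value table, and its adjusted p from 0.00017 to 0.71. The paper states that miR-182 was picked out of these arrays by a threshold on fold change and p-value.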

Among all the miRNAs profiled, we identified that miR-182 was the highly induced microRNA in the hypoxia group by setting the fold change > 2 and p value < 0.01 as the cut-off point (Fig. 1b).

**Fig. 1:**
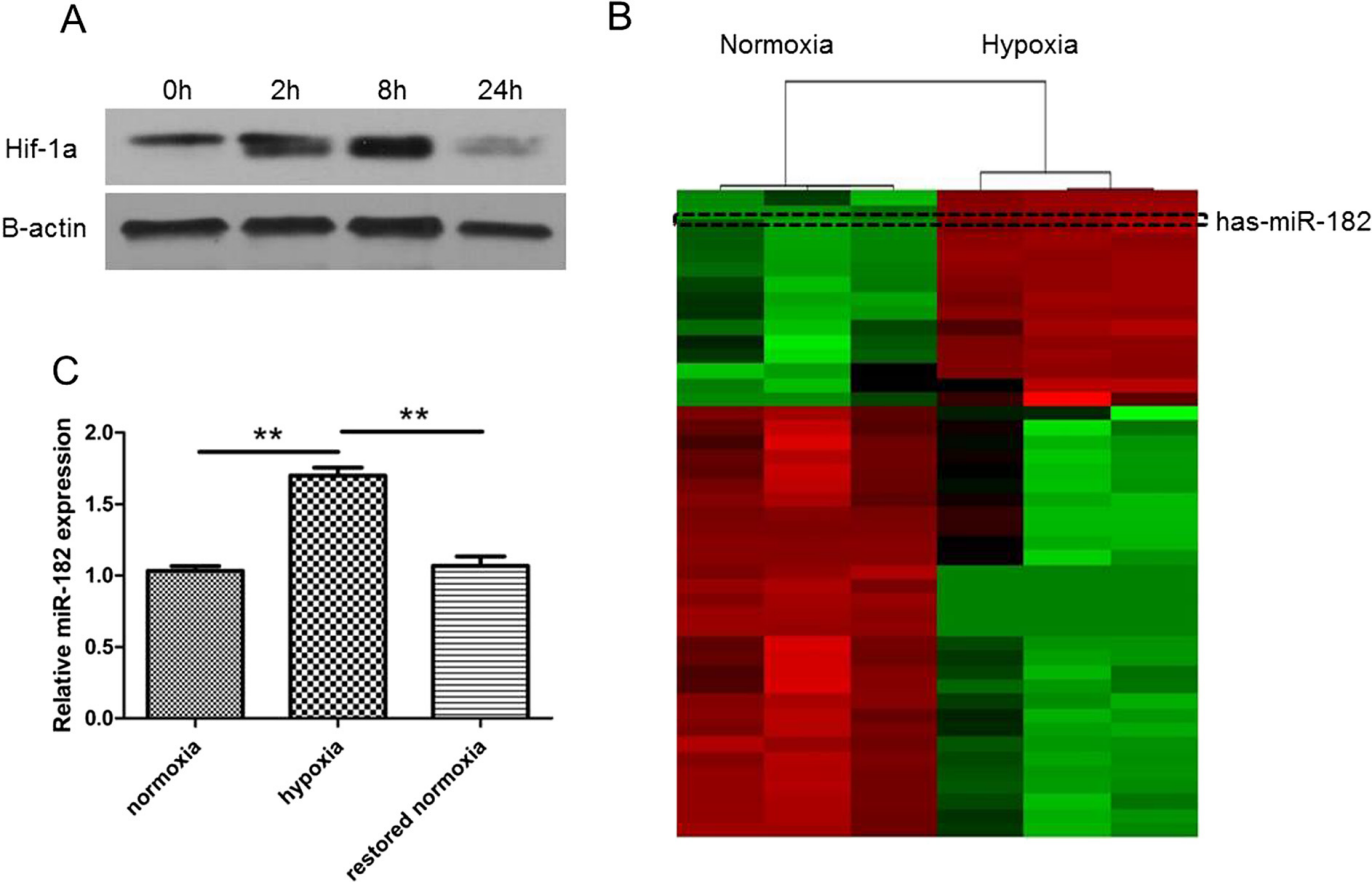
The expression of miR-182 was enhanced in the hypoxia HCC cells. **a** The level of hif-1a in SK-HEP-1 under different hypoxia exposure time (0 h, 2 h, 8 h, 24 h). **b** We applied the normoxia SK-HEP-1 cells and hypoxia SK-HEP-1 cells (8 h) for microRNA microarray. The unsupervised hierarchical clustering analysis showed a significant increase of miR-182 in the hypoxia group. **c** HCC cells were restored to normoxia after applied to normoxia for 8 h. The relative level of miR-182 was detected by RT-PCR. The experiments were performed in three independent times. (**P < 0.01)

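Over all 341 tested miRNAs, not only those that differed between the groups, average-linkage clustering parted the 6 arrays into the 3 normoxia and the 3 hypoxia arrays at its first split. Pearson's correlation across miRNAs was between 0.983 and 0.995 for arrays of the same group and between 0.919 and 0.969 for arrays of different groups. The arrays of the groups did not overlap for 217 of the 341 miRNAs (63.6%), where chance gives 10%. Of the 341, 302 were detected on all 6 arrays, and the rest could enter through a single group, which favours no overlap. An effect shared by the arrays of a group, such as the slide row, would raise the share as well. The highest mean signals belonged to miR-4454 and miR-720, both annotated from fragments of transfer RNA, to miR-21-5p and miR-20a-5p, both known as oncogenic miRNAs, and to miR-4284. Of these 5, miR-20a-5p rose from 609 to 795 (log2 fold change 0.38, standard error 0.09, adjusted p = 0.020 from limma), which is 0.10 with an adjusted p of 0.36 after scaling to the 75th percentile. The value of miR-21-5p was set to 6157 on every array by the normalization, and its log2 fold change was 0.52 (adjusted p = 0.0039 from limma) after scaling to the 75th percentile.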

To validate the microarray data, we then performed RT-PCR of miR-182 in SK-HEP-1 cells under normoxic and hypoxic conditions. We found that the expression of miR-182 was significantly increased under hypoxia (Fig. 1c). In addition, the miR-182 level was decreased after the HCC cells were restored in the normoxic condition for 24 h (Fig. 1c). Therefore, the data suggests that hypoxia could increase the expression of miR-182.

### MiR-182 is significantly increased in HCC tissues and promotes angiogenesis in HCC

We then explored the expression of miR-182 in 36 pairs of HCC tissues. Consistent with a previous study [14], the level of miR-182 was significantly increased in HCC tumor tissues compared to the corresponding normal tissues (Fig. 2a, b). We then examined the clinicopathologic significance of miR-182 in HCC by choosing the median of miR-182 as the cut-off point to separate the low-miR-182 group and the high-miR-182 group (Table 2). We found that the upregulation of miR-182 was more frequently observed in the patients with big tumor size (*P* = 0.018) and portal vein invasion (*P* = 0.027). However no significant correlation was found between miR-182 and other clinicopathologic data, including age, gender tumor number, TNM staging, grade and AFP level.

**Fig. 2:**
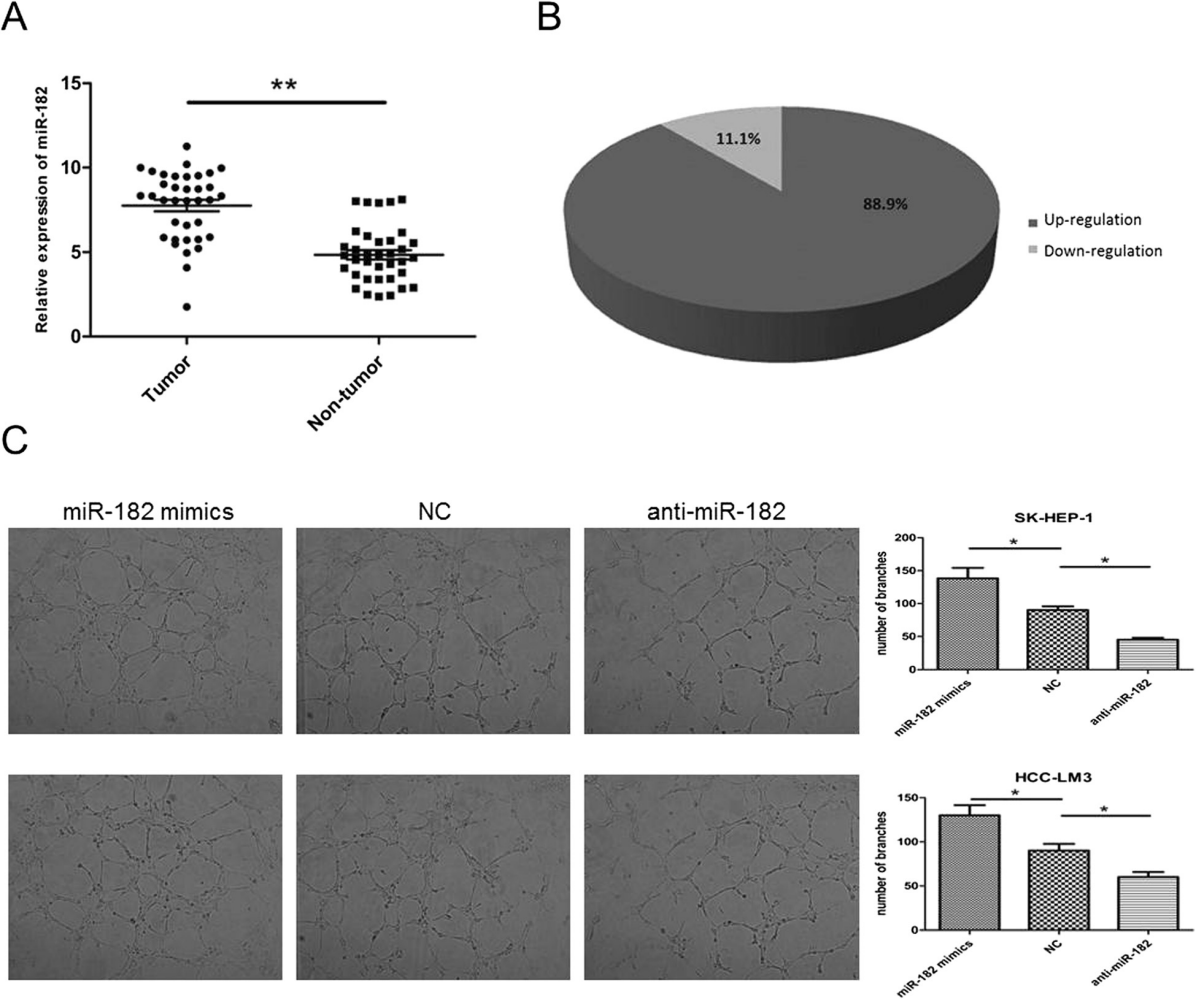
The level of miR-182 was increased in HCC tissues and promotes angiogenesis. **a** The level of MiR-182 was examined by RT-PCR in 36 pairs of HCC tissues and their corresponding normal tissues. **b** The percent of up-regulation of miR-182 in HCC was shown. **c** Capillary tube formation assays of HUVECs were performed by using 75 % TCM derived from SK-HEP-1 and HCC-LM3 cells treated with miR-182 mimics or NC or anti-miR-182. The relative images were shown at the 100× magnification and the results are representative of three independent experiments. (*P < 0.05, **P < 0.01)

**Table 2:** The relationship between miR-182 expression and clinicopathological characteristics in human HCC patients

Variables	All patients	miR-182 expression		*P* value
	(n = 36)	low^a^	high^a^	
Age (years)				
≤55	12	7	5	0.725
>55	24	11	13	
Gender				
Male	28	13	15	0.691
Female	8	5	3	
Size of tumor (cm)				
≤5	16	12	4	0.018*
>5	20	6	14	
Number of tumor				
Single	20	12	9	0.5
Multiple	16	6	9	
Portal vein invasion				
Negative	25	16	9	0.027*
Positive	11	2	9	
TNM staging				
I, II	21	13	8	0.176
III	15	5	10	
Grade				
Well + Moderate	27	15	12	0.09
Poor	9	3	6	
AFP (ng/ml)				
≤400	10	6	4	0.711
>400	26	12	14	

For analysis of correlation between miR-182 expression and clinical features, fisher exact tests were used. Results were considered statistically significant at *P* <0 .05 *

^a^The median expression level was used as the cut-off. Low expression of miR-182 in 18 patients was classified as values below the 50th percentile. High miR-182 expression in 18 patients was classified as values above the 50th percentile

As hypoxia is an important factor to induce angiogenesis [15, 16], we predicted that hypoxic-induced miR-182 could also increase the angiogenesis level. We then performed in vitro capillary tube formation assay in SK-HEP-1 and HCC-LM3 cells, we found that TCM from the miR-182 group displayed more ability to promote the formation of capillary-like structures than the NC group, while the anti-miR-182 group decreased the level of capillary-like structures (Fig. 2c). These data indicate that miR-182 is overexpressed in HCC tumors and could increase the angiogenesis of HCC.

### RASA1 is the direct target of miR-182 and inhibits angiogenesis

It is well reported that the functions of miRNAs are mediated by their target genes. So we applied the database TargetScan and miRanda to search for the potential target genes of miR-182. Among the predicted genes, we focused on RASA1, because not only it was indicated by both databases (Fig. 3a), but also it has been reported to correlate with angiogenesis in a previous study [17]. The dual luciferase reporter results in SK-HEP-1 cells showed that the transfection of miR-182 mimics exerted repressive effects of luciferase activity of RASA1 3’UTR plasmid while the inhibition of miR-182 increased the luciferase activity (Fig. 3b). Moreover, the RT-PCR and western blot results in HCC cells lines indicated that overexpression of miR-182 reduced the mRNA level and protein level of RASA1 while the suppression of miR-182 revealed an opposite result (Fig. 3c and Additional file 1: Figure S1A). Based on the correlation in HCC cells, we then explore the level of RASA1 and the relationship between miR-182 and RASA1 in 36 HCC tissues. As shown in Fig. 3d and Additional file 1: Figure S1B, the expression of RASA1 was reduced in HCC tissues and the tissues with higher miR-182 levels tended to have the lower expression of RASA1. Furthermore, TCM from si-RASA1 group promoted the formation of capillary-like structure (Fig. 3e), which was consistent with miR-182 mimics transfection. Collectively, these findings imply that RASA1 is a direct target of miR-182 in both HCC cells and tissues.

**Fig. 3:**
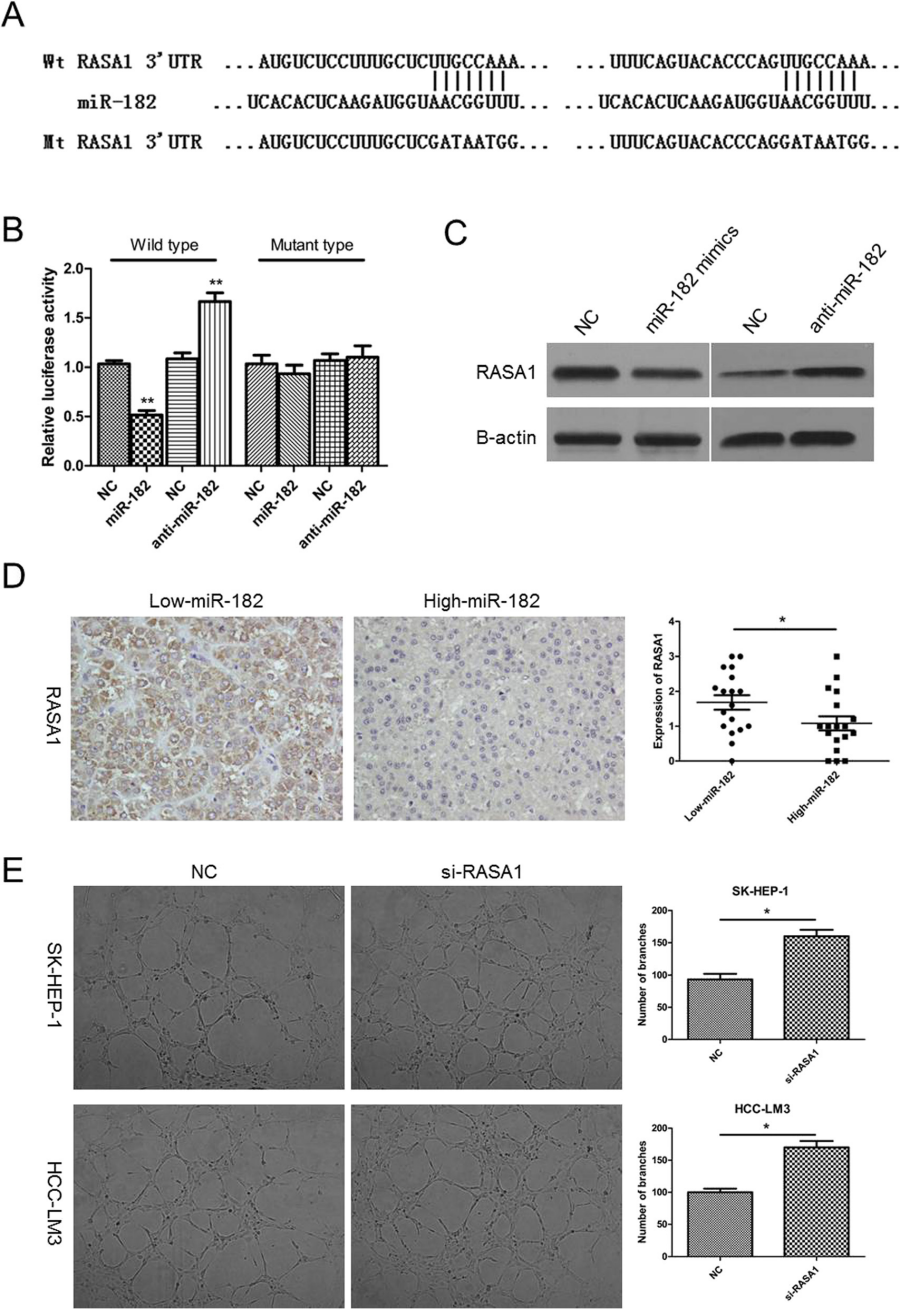
RASA1 was the direct target of miR-182 and the inhibition of RASA1 promoted angiogenesis. **a** miR-182 and its predicted binding sequence in the 3’UTR of RASA1. The mutant sequence was constructed by changing their complementary sites. **b** The SK-HEP-1 cells were co-transfected with miR-182 mimics or inhibitors or NC and 100 ng firefly luciferase reporter plasmid containing wild-type or mutant type 3’UTR of RASA1. After incubation for 48 h, the firefly luciferase activity of each sample was detected and normalized to the renilla luciferase activity. The data represent the mean ± SEM of triplicates. **c** The protein levels of RASA1 were examined by western blot after transfected with miR-182 mimics or inhibitors. **d** IHC assays were applied to explore the protein levels of RASA1 in 36 HCC tissues. The representative images were shown at the 400× magnification. The medium level of all 36 cases was chosen as the cut-off point for separating low-miR-182 (n = 18) and high-miR-182 (n = 18) groups. **e** Capillary tube formation assays was used to detect the angiogenesis effects of RASA1 suppression. The data represent the mean ± SEM of triplicates. (*P < 0.05, **P < 0.01)

### RASA1 is repressed by hypoxia and miR-182 mediates hypoxia-reduced RASA1 level

To further determine the relationship between miR-182 and RASA1 under hypoxic conditions, we first explored the effects of hypoxia on RASA1. The results demonstrated that the mRNA and protein expression of RASA1 in HCC cells was significantly decreased when exposed to hypoxia (Fig. 4a). In addition, the RASA1 levels were significantly increased after the cells were restored to normoxic conditions (Fig. 4a). Given that RASA1 was the target of miR-182, we hypothesized that miR-182 might play a role in regulating hypoxia-reduced RASA1. To test this hypothesis, we transfected the SK-HEP-1 cells with miR-182 inhibitors. We found that the inhibition of miR-182 hindered the suppression effects of hypoxia on RASA1 expression (Fig. 4b). In conclusion, these results indicate that the reduction of RASA1 is mediated by up-regulation of miR-182 under hypoxic conditions.

**Fig. 4:**
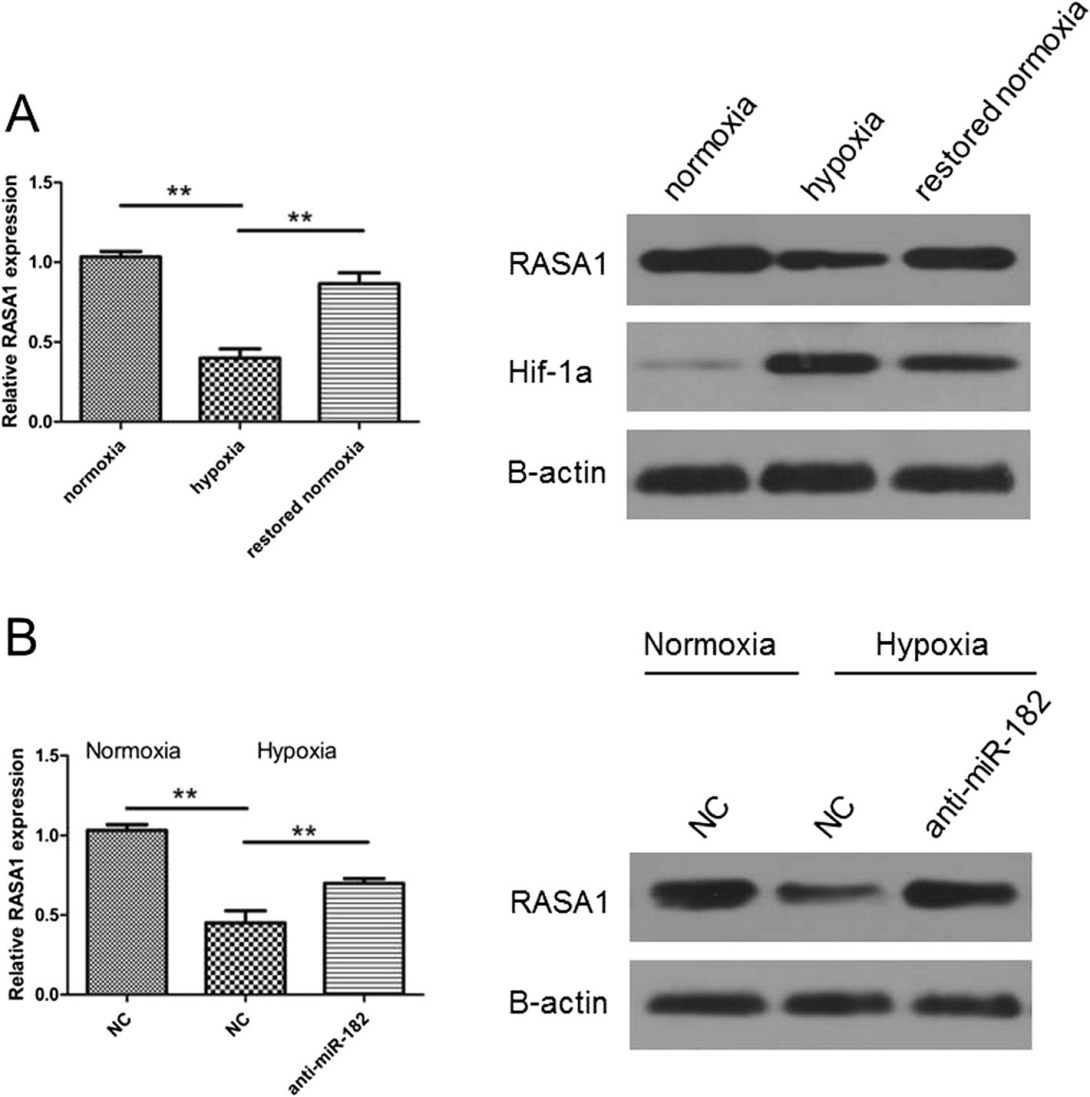
The level of RASA1 was reduced under hypoxia conditions and partly restored while transfected with anti-miR-182. **a** The mRNA and protein levels of RASA1 in SK-HEP-1 cells under normoxia or hypoxia or restored to normoxia were detected by RT-PCR and western blot. **b** SK-HEP-1 cells were transfected with miR-182 inhibitor or negative control in normoxic or hypoxic conditions. The mRNA and protein levels were detected. **a-b** The results indicate triplicates. (**P < 0.01)

## Conclusion

Increasing studies have proven that hypoxia is involved in promoting tumor progression and resistance to therapy [18]. In HCC, hypoxia has been reported to closely related to the proliferation, metastasis, angiogenesis and the outcome of patients [19–21]. Therefore, searching for novel hypoxia related markers might have potentially important clinical applications. A previous report has shown that the hypoxia-inducible miRNA, miR-210, augments the metastatic potential of HCC by targeting VMP1 [10]. Here, we sought to identify new hypoxia-induced miRNAs of HCC through microRNA microarray of hypoxic group and normoxic group in SK-HEP-1 cells. We selected the time point of 8 h, because the level of Hif-1a, which is the vital marker of hypoxia, was relatively higher than other groups. 

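Known families and lists differed in how many of their members rose with quantile normalization, where 114 of all 341 tested miRNAs rose. The lists share members, such as miR-23a-3p in the hypoxia, miR-23/27/24 and angiogenesis-promoting lists, so their counts are not separate results. Over the tested miRNAs the log2 fold change also fell with the GC content of the probe (Spearman's rho of -0.53). The counts and set tests of the lists were not corrected for this trend, so it may add to the differences between them. Of 15 tested miRNAs from a list known to respond to hypoxia, 11 rose and 0 fell at an adjusted p under 0.05 from limma, and 11 rose when adjusted over the list alone. Among them miR-181b-5p had a log2 fold change of 1.61 (standard error 0.18, adjusted p = 0.0027 from limma), miR-181a-5p one of 0.83 (standard error 0.06, adjusted p = 0.00083) and miR-23a-3p one of 0.27 (standard error 0.04, adjusted p = 0.0061). The set test put this list above all other miRNAs (camera, adjusted p = 0.036; adjusted p = 0.40 with an estimated correlation), and the adjusted p was 0.065 to 0.091 with a replicate block, without normoxia replicate 2 or 3, over miRNAs detected on all arrays or from the total gene signal as deposited. All 3 members of the miR-29 family, which targets collagens, rose, with a log2 fold change of 0.70 for miR-29b-3p. Of the let-7 family, known as tumour suppressors, 5 of 7 tested members rose (6 adjusted over the list alone), led by let-7e-5p at 0.64. Of the miR-30 family 3 of 4 rose (3 adjusted over the list alone), and of the miR-23/27/24 clusters 5 of 5 rose (5 adjusted over the list alone). Of the miR-17-92 cluster and its paralogs, 5 of 11 rose (5 adjusted over the list alone), with miR-18b-5p at 0.48 and miR-19b-3p at 0.36. Of the miR-15/16 family 1 of 4 rose (0 adjusted over the list alone). That member, miR-195-5p, had a log2 fold change of 0.67, but one of -0.04 after scaling to the 75th percentile. Of 8 tested miRNAs known to promote angiogenesis 5 rose, among them miR-27b-3p at 0.22, and of 9 known to inhibit it 5 rose, among them miR-221-3p at 0.40 (also 5 and 5 adjusted over each list alone). None of these families or angiogenesis lists passed camera over the 341 miRNAs tested with quantile normalization (adjusted p = 0.077 to 0.56), though several did with other filters on detection. Among these lists, fewer single miRNAs but more lists passed with the other scaling. With the 75th percentile, 8 of the 15 hypoxia-responsive miRNAs rose, 3 of the miR-29 family, 3 of the miR-30 family, 2 of the miR-23/27/24 clusters, 1 each of the let-7 family, the miR-17-92 cluster and the miR-183 cluster, 4 of those promoting angiogenesis and 2 of those inhibiting it. Of the members named above, miR-23a-3p (adjusted p = 0.089), miR-18b-5p (0.12), miR-19b-3p (0.14), miR-27b-3p (0.0503) and miR-221-3p (0.19) were then not past the threshold. Camera then gave adjusted p values of 0.021 to 0.032 for the miR-183, let-7, miR-17-92, miR-29, miR-30 and miR-23/27/24 lists and the miRNAs known to promote angiogenesis, 0.083 for those known to inhibit it and 0.76 for the miR-15/16 family. With quantile normalization and an estimated correlation, camera gave 0.40 to 0.69 for all of these lists.
The 12 largest rises, between log2 fold changes of 1.02 and 1.61, were of dim miRNAs, with mean normoxia signals of 1.63 to 4.25 where the median of the tested miRNAs was 12.3. miR-29b-1-5p, the other strand of a miR-29 precursor, went from 2.76 ± 0.69 to 8.23 ± 0.49 (SD, n = 3 each). miR-101-3p, known to target EZH2, went from 3.20 ± 0.75 to 8.67 ± 1.60 (SD, n = 3 each). miR-193b-5p, miR-624-5p, miR-224-3p, miR-200c-3p and miR-181b-5p were the others that stayed past the threshold after scaling to the 75th percentile, 7 of the 12. With that scaling the log2 fold change was 1.25 for miR-181b-5p, 1.13 for miR-29b-1-5p, 0.94 for miR-101-3p and 0.88 for miR-193b-5p, and it was 0.39 for miR-624-5p, 0.34 for miR-224-3p and 0.36 for miR-200c-3p. The other 5 were miR-3663-3p, miR-3653, miR-7-1-3p, miR-452-5p and miR-361-3p. The 12 largest falls started from signals of 5.10 to 8.68. Of these, miR-4499, miR-4800-5p, miR-584-5p and miR-4793-5p were not detected on any hypoxia array. Their normalized signal was 4.25-fold, 3.35-fold, 3.15-fold and 2.96-fold lower in hypoxia by an approximate bound. It was taken against the lowest signal detected on each hypoxia array, or the miRNA's own value there where that was higher. Some undetected miRNAs had values above the lowest detected signal, so the bound is not strict. A further 7, miR-371b-5p, miR-5585-3p, miR-1224-5p, miR-1273e, miR-663a, miR-4270 and miR-1185-1-3p, were detected on 1 or 2 hypoxia arrays. miR-513b was detected on all arrays and went from 8.19 ± 2.58 to 2.33 ± 0.38 (SD, n = 3 each). The median log2 fold change of all tested miRNAs was 0.10 with quantile normalization and -0.13 after scaling to the 75th percentile, so the direction of small changes depends on the scaling.

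**Figure D2:**
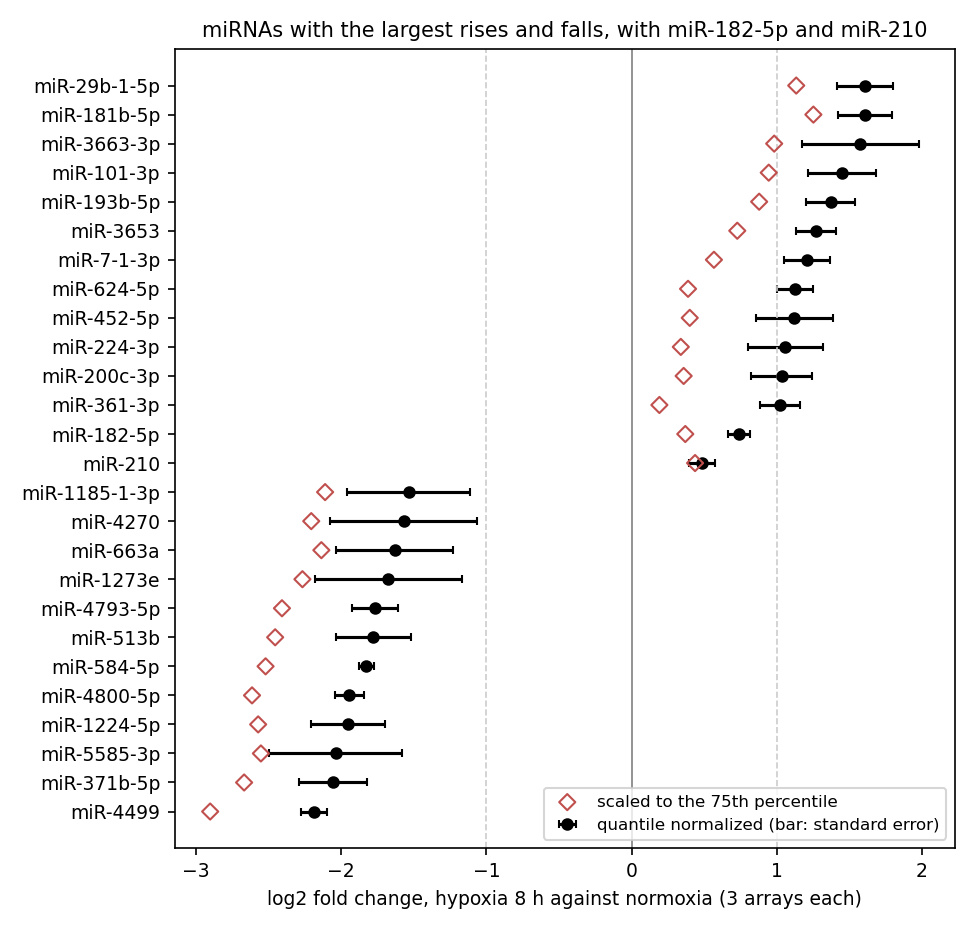
Log2 fold change of the miRNAs with the 12 largest rises and the 12 largest falls, with miR-182-5p and miR-210 between them, for 3 hypoxia against 3 normoxia arrays. Filled dots are quantile-normalized values with their standard error, open diamonds are values after scaling to the 75th percentile, and dashed lines mark a 2-fold change. miR-182-5p lies at 0.74, fitted against the floor, and 0.37, and miR-210 at 0.48 and 0.44. Falls of miRNAs that were not detected in hypoxia are fitted against values at or near the floor.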

Among the differential miRNAs, miR-182 is a remarkable one with the fold change > 2 and P value < 0.01. Furthermore, upon restored to the normoxic conditions, the level of miR-182 significantly decreased. Till now, this is the first attempt to illuminate the dynamic change of miR-182 under hypoxia.

The importance of miR-182 in cancer has been reported in several studies. Previous researches have shown that miR-182 is up-regulated in prostate cancers [22], colorectal cancers [23]. Similarly, here we found that miR-182 was enhanced in most of the HCC tissues. Analysis between clinicopathological features and miR-182 expression revealed that the increase of miR-182 was significantly correlated with tumor size and portal invasion. These findings together indicate that miR-182 may acts as a valuable oncogene in HCC and further functional mechanism of miR-182 need to be explored to support its significance. A previous study in HCC reported that miR-182 regulates the metastasis activity by targeting MSPP1 [14]. But the potential role of miR-182 in other pathological progressions, such as angiogenesis, remains unclear.

Angiogenesis is vital for tumor growth and metastasis, which will accelerate the death of patients with cancer [24, 25]. Hence, identifying anti-angiogenesis targets is thought to be effective in treating cancers. Recently emerging studies have reported angiogenesis-related markers in HCC [26–28]. In the present study, we first reported that miR-182 promoted angiogenesis in HCC by applying HUVEC. Hypoxia is thought to be an important factor to promote angiogenesis, mainly by up-regulating VEGFA [29, 30]. Our results highlight another important molecule induced under hypoxia, which promotes angiogenesis, and might enhance the malignancy of tumors. Furthermore, during the investigation of the mechanism of miR-182 in HCC progression, we discovered that RASA1 was the direct target of miR-182 by the following evidence: miR-182 level and RASA1 expression are inversely correlated in both HCC cells and tissues; miR-182 directly binds to the 3’UTR regions of RASA1. RASA1, acting as the suppressor of RAS functions, is involved in the tumorigenicity of colorectal cancer [31] and gastric cancer [32]. Another research has revealed that loss of RASA1 promotes endothelium pathological angiogenesis [17]. Here we found that silencing of RASA1 could mimic the effects of miR-182 overexpression on angiogenesis. These results indicate that the increase of miR-182 promotes angiogenesis via down-regulating RASA1 in HCC.

In conclusion, we identified that miR-182 was induced in HCC cells under hypoxia and promoted angiogenesis by targeting RASA1. These findings facilitate our understanding of hypoxia related markers in HCC and the hypoxia/miR-182/RASA1 pathway might serve as a promising strategy for HCC therapy.

## Additional file

Additional file 1: Figure S1. The mRNA level of RASA1 in HCC cells transfected with miR-182 mimics or inhibitors and in HCC tissues. (A) miR-182 mimics increased while miR-182 inhibitors decreased the mRNA level of RASA1 in SK-HEP-1 cells. (B) The mRNA level of RASA1 were detected by RT-PCR in 36 HCC tissues. Compared to the non-tumor group, the tumor group showed a less level of RASA1.

## Abbreviations

HCC: Hepatocellular carcinoma
miRNAs: microRNAs
3’-UTR: 3’ un-translated regions
RNU6B: U6 small nuclear RNA
HUVECs: Human umbilical vein endothelial cells

How the deposited data were processed for this re-analysis (not part of the article)

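The data are 6 one-colour miRNA arrays of SK-HEP-1 cells, 3 from normoxia and 3 from hypoxia of 8 h. The conditions and the replicate numbers were taken from the sample labels and the paper. The other experiments of the paper (RT-PCR, western blot, tissue sections, tube formation, luciferase and RASA1 assays) were not analysed here.

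Deposited values of 2 kinds were used. The first is the scanner output of each array. The authors extracted it with Agilent Feature Extraction, version 10.7 in the methods and in the file headers and 9.1 in the submitters' processing notes, as background-subtracted intensities of spots, probes and miRNAs, with a call of detection for each miRNA and positions on hg19. The second is a table of the authors' processed values on a log2 scale, with 1908 rows that include the control features. The paper states quantile normalization for it and no scale, floor or centring. The scale was found by setting each column against the scanner values of its array. The order of the detected miRNAs in the table is that of the sums over their own detected probes (Spearman's rho of 1 on each array). Sums over detected probes, with undetected features at 0.1, log2 and then quantile normalization, gave the table's values of detected miRNAs with r = 0.9997 across miRNAs and arrays and a median difference of 0.025 in log2, so the values are uncentred log2 signals. The column medians of the table lay between -3.32 and -3.27, the value given to undetected features.

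The plan, fixed before the data were examined, was to test the deposited total gene signal. This column did not hold what was assumed. Of the values of detected miRNAs, 449 lay above the sum of the miRNA's own detected probes by more than 1%, and in 449 of these the excess was the total of the detected miRNA before it in alphabetical order. The totals were therefore rebuilt from the deposited intensities of the probes, a choice made after seeing the data, and the column as deposited was run as an alternative. An undetected miRNA kept the value that the file gives it, which stands for its error.

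The rebuilt totals were normalized by quantiles over the 1887 miRNAs, set to a floor of 1.48 and taken to log2. limma 3.58.1 in R 4.3.3 was fitted to the 341 miRNAs detected on all arrays of at least 1 group, and p-values were adjusted by Benjamini and Hochberg. A change was called at an adjusted p under 0.05, and also counted at the study's fold change above 2 with an unadjusted p under 0.01. A miRNA not detected on any array of a group has only an approximate bound there. This sets the mean of the brighter group against the lowest normalized signal detected on each array of the dimmer group. Where the miRNA's own value on that array was higher, that value was used. The 18 lists of miRNAs were fixed before the data were examined, and 14 had the 3 tested members needed for camera, with a preset correlation of 0.01 and with an estimated one, and for fry. In matching the lists, 2 names with a version suffix on the array were matched without it, which was decided after the files were seen. Of the 33 GC-rich and fragment-like annotations 32 were on the array. Clustering used average linkage on 1 minus Pearson's correlation. Permutation tests, probe properties and figures were made in Python 3.11.15 with SciPy 1.17.1, statsmodels 0.14.6 and Matplotlib 3.10.9.

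miRNAs are named in the text by a rule: those that the paper names, the 12 largest rises and 12 largest falls among called miRNAs whose groups do not overlap, the tested members of each list with the smallest p, and the 5 with the highest mean signal. The rule was set before the data were examined, with up to 4 members of a list. After the values were seen, it was narrowed to 2 members except for the hypoxia list, the miR-183 cluster and the GC-rich list. The names are those of the array design. Positions of the probes are not printed.

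The fit was tested on simulated signals with the means of the normoxia arrays in both groups and the spreads within the real groups. As many miRNAs were made to rise as to fall. The simulated groups therefore lack the real difference in the number of detected miRNAs. The simulation does not cover the widening of dim rises by the quantile step. In 20 simulations with 341 tested miRNAs, 221 were unchanged and 40 each had a change of 0.5, 1 or 2 on the log2 scale. For hypoxia against normoxia, limma called 50.4% of changes of 0.5, 83.1% of changes of 1 and 97.0% of changes of 2. It also called 5.34% of the unchanged miRNAs. The adjusted p bounds the share of false calls among the called miRNAs, not this percentage. In the simulations that share was above the threshold on the adjusted p. The counts of called miRNAs may therefore hold more false calls than the threshold states. The precision is limited by the 3 arrays in each group and, for dim miRNAs such as miR-182-5p, by a signal near the detection limit.

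The alternatives were the 75th percentile over miRNAs detected on all arrays or over all miRNAs, quantiles over detected miRNAs, no normalization, the processed signal of the brightest probe, normexp with an offset of 50, the authors' value table, a floor of 1, 3 other filters on detection, the methods' t-test, limma with trend and robust estimation, the replicate number or the slide as a block, and each array left out in turn. Added after seeing the data were the total gene signal as deposited, the rebuilt steps of the value table, and a sum over all probes of a detected miRNA. Control features were left out. The arrays of normoxia and hypoxia share replicate numbers, but same-numbered arrays did not deviate together, so the arrays were not taken as pairs.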

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

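The split of the 6 arrays and the scaling check were chosen as tests after the results were seen. The check of GC content was set before its result. That of the slide row was written down after the correlations between the arrays had been seen. The paper discusses no miRNA of its arrays but miR-182. Besides it, 113 miRNAs rose and 80 fell in hypoxia at an adjusted p under 0.05 from limma, above the normoxia level or below it on every array. The real split of the arrays gave 194 miRNAs past this threshold and the highest of the other splits gave 1. At the study's fold change and p the real split gave 43 and the highest of the others 1. The 6 arrays make only 10 splits, of which 1 reached each real count, too few for a share under 0.05. miR-181b-5p had a log2 fold change of 1.61, with 1.25 after scaling to the 75th percentile. The 4 tested epithelial miRNAs had a median log2 fold change of 0.67, and 0.34 after scaling to the 75th percentile.

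The GC-rich and fragment-like annotations, a list of small RNAs that often report fragments of transfer and ribosomal RNA, had a median log2 fold change of -0.37, with 16 of 31 tested members lower and 2 higher (17 and 2 adjusted over the list alone), at a camera adjusted p of 5.3e-05 (adjusted p = 0.40 with an estimated correlation). The members with the smallest p were miR-4505 (log2 fold change -0.80), miR-4507 (-0.57), miR-4787-5p (-0.47) and miR-2861 (-1.18). The scaling between arrays is argued against as the whole cause only by the contrast of quantiles with linear scaling. The list's median less that of the other tested miRNAs was -0.50 with quantiles and stayed at or below -0.35 over the 5 scalings run. The percentiles and no normalization differ by a shift common to nearly all miRNAs, so they are in effect a single test. A trend with the GC content of the probe stays open: removing it took the difference of the medians from -0.50 to -0.17, with a standard error of 0.08 for the list's mean. The median GC content was 76.9% in the list and 56.2% in the others. The trend was fitted over all tested miRNAs (Spearman's rho of -0.53), the list included, so it may take up part of the list's own fall. No other list was corrected for it. The 76 other miRNAs at or above the list's lower quartile of GC content had a median log2 fold change of -0.10. The position on the slide stays open too, because the only hypoxia array in the first row, as the normoxia arrays are, had a list median of -0.20 against the normoxia mean, and the 2 in the second row had a mean of -0.36. A response of such RNAs to 8 h of hypoxia may add to the fall, and it cannot be told apart from these sources with 6 arrays.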

How the results depend on the processing

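The total gene signal as deposited, the rebuilt steps of the value table and the sum over all probes were chosen as alternatives after seeing the data, and the others before. The log2 fold change of miR-182-5p was above 0 in all 24 alternatives. It was not past an adjusted p of 0.05 with the 75th percentile over miRNAs detected on all arrays (log2 fold change 0.37) or over all miRNAs (0.35), with no normalization (0.41), with normexp (0.039, where the offset compresses dim signals) and from the total gene signal as deposited (0.18). Its adjusted p ranged from 0.00017 to 0.71. The miRNAs that rose, 114 in number, were 60 and 27 with the 2 percentiles, 39 with no normalization and 32 with no filter on detection, where 1887 miRNAs share the adjustment. The 80 that fell were 23 with no filter and 52 from the deposited total. Past the study's cut-off, the 11 that rose were 2 with either percentile or no normalization, 3 with the brightest probe, 0 with normexp and 7 from the deposited total. The 32 that fell were 50 and 53 with the percentiles, 12 with the brightest probe, 1 with normexp, 19 where detection on all 6 arrays was required, 21 with the replicate block and 18 from the deposited total. With normexp at least, 92 rose and 90 fell at the adjusted p from limma. The share of rises among called miRNAs, 58.8% with quantiles, was 38.5% and 23.3% with the percentiles and 36.4% with no normalization, with medians over tested miRNAs of -0.13, -0.15 and -0.09 against 0.10. Of the 60 that rose with the first percentile 57 were among the 114, and of the 96 that fell 78 were among the 80. The methods' t-test gave 8 rises and 23 falls at the study's cut-off, and 97 and 65 after Benjamini-Hochberg adjustment.

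Leaving out 1 array gave 75 to 116 rises and 48 to 84 falls, and 7 to 15 and 19 to 44 past the study's cut-off. The lowest counts came without hypoxia replicate 1 (75 rises, and 7 and 19 past the cut-off) and without hypoxia replicate 2 (48 falls, and 19 past the cut-off), and 2 arrays of a group also test less. Same-numbered arrays correlated between -0.37 and 0.23 in their deviations, so the numbers do not pair them. The replicate block gave 76 rises, 57 falls and, past the cut-off, 8 and 21. With the slide as a block, which is the effect within the slide that holds both groups, 116 rose and 84 fell, and miR-182-5p had a log2 fold change of 0.77. These values are the same as without hypoxia replicate 3, the only array on the other slide, so this is not a separate check. Within the shared slide the groups lie in different rows, so row and condition cannot be told apart there. Of the 14 lists with a set test, 2 passed camera. This was 12 with either percentile, 13 with no normalization, 11 with normexp, 1 where detection on all 6 arrays was required, 7 with detection on at least 1, 13 with no filter, 1 with the replicate block, 1 from the deposited total, 0 with an estimated correlation and 13 with fry, which does not compare a list with other miRNAs. It was 1 to 2 with 1 array left out, 1 without normoxia replicate 2 or 3. The first split of the arrays was by condition in every alternative run for it, and the correlation within groups exceeded that between groups by 0.043, by 0.033 over miRNAs detected on all 6 arrays and by 0.073 from the deposited total. Among single miRNAs, miR-195-5p turned to -0.040 and -0.064 with the percentiles and to -0.00055 with no normalization. From the deposited total, miR-3663-3p turned to -1.36, miR-101-3p to -0.98, miR-452-5p to -2.01, miR-513b to 2.07 and miR-4505 to 0.58. Apart from the effects of filters, fewer arrays and the deposited total, whose construction shows them, the only cause tested was the quantile step. That test, on miR-182-5p and on dim miRNAs, is given under the other observations. Signal over background limits miR-182-5p and most of the largest changes, which lie near the floor.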

Differences from the paper's values

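The paper states that the fold change of miR-182 in hypoxia was above 2 at a p under 0.01. The value from the rebuilt totals was 1.67-fold at an unadjusted p of 0.00015 from limma. All 3 normoxia values lie at the floor of 1.48, so this fitted value and its p depend on the floor. With a floor of 1, which lies below all its normalized values, the change was 1.98-fold. With no normalization it was 1.33-fold, and after scaling to the 75th percentile 1.29-fold, where none of its values lay at the floor of that setting. Among the alternatives set before the data were examined, the authors' value table gives 9.74-fold (p = 0.00092 from limma), above the paper's bound, and miR-182-5p is then 6th of 14 rises past the cut-off. The other 20 gave 1.03-fold with normexp to 1.98-fold with a floor of 1. Of the alternatives chosen after seeing the values, the rebuilt steps of the value table, with undetected miRNAs at 0.1 before quantile normalization, gave 8.88-fold, the sum over all probes 1.87-fold and the total gene signal as deposited 1.13-fold. The paper presents miR-182 as the highly induced miRNA of the arrays. The log2 fold change of miR-182-5p was above 0 in every setting run and past an adjusted p of 0.05 in 19 of the 24 alternatives. All of these 19 used quantile normalization, many of them on the same values, so they are not separate tests. With either percentile or no normalization miR-182-5p did not pass. By log2 fold change it was 25th of the 114 miRNAs that rose, 14th of 115 with a floor of 1 and 7th of 106 in the authors' value table. With the 75th percentile or no normalization, where it was not past the threshold, it was 42nd of the 341 tested. With quantiles over miRNAs detected on at least 1 array it was 41st of 115 rises. Among the 341 tested it was 132nd with normexp and 151st from the deposited total.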

Other observations

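The tests of the value table's steps on miR-182-5p itself, of its own probes and of the total gene signal were chosen after the result was seen, and those on dim miRNAs and on the arms of hairpins before. Of the markers of cell types fixed before the data were examined, 4 of 6 hepatocyte and 4 of 7 epithelial miRNAs were detected on all arrays. The hepatocyte miRNAs miR-122-5p and miR-122-3p were not detected on any array. Of the epithelial miRNAs 4 of 4 tested members rose (4 adjusted over the list alone), with log2 fold changes of 0.44 for miR-429 (adjusted p = 0.0059 from limma) and 0.39 for miR-200b-3p (adjusted p = 0.0073). Of the hepatocyte miRNAs 3 of 4 rose (4 adjusted over the list alone), with miR-192-5p at 0.32 and miR-148a-3p at 0.27. Of 5 tested miRNAs that p53 is known to induce, 4 rose (5 adjusted over the list alone), led by miR-145-5p at 0.94 (adjusted p = 0.0024 from limma), and miR-145-5p stayed at 0.69 after scaling to the 75th percentile. With the 75th percentile over miRNAs detected on all arrays 4 epithelial, 3 hepatocyte and 5 p53 miRNAs rose, with the percentile over all miRNAs 2, 0 and 1, and with no normalization 3, 1 and 2. The camera test of these 3 lists gave adjusted p values of 0.077, 0.093 and 0.077, and of 0.021, 0.027 and 0.012 with the 75th percentile over miRNAs detected on all arrays. With quantile normalization and an estimated correlation it gave 0.40 for each. Of the 30 miRNAs of the imprinted 14q32 cluster 1 was tested, miR-494, which fell by 1.12 on the log2 scale (adjusted p = 0.019 from limma). Of blood cell miRNAs only miR-223-3p was tested, at 0.16 (adjusted p = 0.11 from limma), and of muscle and neural miRNAs only miR-128, which rose by 0.30 (adjusted p = 0.0086 from limma) but had an adjusted p of 0.061 after scaling to the 75th percentile. Both endothelial miRNAs on the list were undetected on all arrays.

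miR-182-5p rose 3.28 on the log2 scale in the authors' value table and 0.41 from its own probes with no normalization. With undetected miRNAs at 0.1, as rebuilt from the scanner values, its log2 fold change was 0.41 without the quantile step and 3.15 with it. The same held for dim miRNAs as a set: for the 30 dimmest of those detected on all arrays, the median log2 fold change was 0.17 without the quantile step and 1.26 with it, higher by 1.097, where the other 272 went from -0.07 to 0.10. With the quantile normalization and floor used for the counts above, the medians were 0.72 for the 30 and 0.09 for the other 272, so rises of dim miRNAs there, the largest ones included, are also wider than without the quantile step. A candidate explanation is that quantile normalization draws the dimmest detected miRNAs of the normoxia arrays, which have more detected miRNAs, towards the value of undetected ones. The ranks of miR-182-5p go with it. By its own probes it ranked 375, 358 and 346 among all miRNAs on the normoxia arrays. On the hypoxia arrays only 324, 323 and 327 miRNAs were detected, so those ranks fall among undetected miRNAs there. On these arrays a rise of miR-182-5p itself stays open, since its own probes without normalization gave 0.41 with an adjusted p of 0.083 from limma and arrays that did not overlap. The paper also reports RT-PCR of miR-182 in SK-HEP-1 cells, with a rise under hypoxia and a decrease after return to normoxia. Those measurements were not analysed here. Of the same cluster, miR-96-5p rose with either scaling, and miR-183-5p did not pass the threshold after scaling to the 75th percentile (adjusted p = 0.054 from limma).

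The total gene signal as deposited exceeded the sum of the miRNA's own detected probes for 134 of the 389 miRNAs detected on at least 1 array, and for 39 of them on all 6. The excess equalled the total of the detected miRNA before it in alphabetical order, within 1%, in 100% of the 449 values, and that of the one after it in 1.56%. It was not seen for any miRNA with every probe detected. The median total was 5.73 to 7.36 times the sum of the own probes on these values. For miR-182-5p the column held 18.3 ± 6.0 in normoxia and 17.1 ± 0.7 in hypoxia before normalization (SD, n = 3 each), the opposite direction to its own probes. The authors' value table follows the own probes and not this column. No biological explanation was tested for it.

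The arms of a hairpin come from the same precursor and may be expected to move together. Over the 32 hairpins with both arms tested, the log2 fold changes of the arms had a Spearman's rho of 0.37 (permutation p = 0.041 over 100000 resamples) and a Pearson's r of 0.17, and a rho of 0.47 after scaling to the 75th percentile. This is 1 relation across hairpins, which are not independent replicates. Of 13 hairpins with both arms called, 10 moved the same way.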
